A study of Mus musculus with 8 samples.

How the data were processed

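Microglia were sorted from the spinal cord of mice with EAE at 17 dpi as CD45low CD11b+ cells (1000 cells per library), and libraries were made with a SMART-Seq V4 kit, which amplifies full-length cDNA and does not mark the strand. There were 8 libraries, 4 TNFR2 KO and 4 WT, grouped by the genotype in the labels. Per the labels, the submitters' processing notes name TopHat2 2.1.0, Bowtie2 2.2.6, HTSeq 0.6.1 and the mouse build GRCm38 (mm10), without parameters. The annotation release, the strand setting and whether reads or read pairs were counted are not given in the sources used here. The series text places the sampling at disease onset while the sample labels give 17 dpi, and the labels were followed. The authors deposited FPKM values, fragments scaled to the length of the transcript and to the total of the library, in 1 table of 46078 genes for the whole series, with no counts.

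Within a library the FPKM of a gene is a whole multiple of the value of 1 read, and this was used to recover the depth. Whole reads, within 0.0001 of a read, were obtained for 99.996% of the 27532 genes above 0 in at least 1 library, 73.8% of them at the exonic length in GENCODE M21 and the rest at another length found by search. The library sizes that set the steps were 18211661, 16390482, 17677819 and 14137048 reads in KO 884, 885, 886 and 887, and 17894546, 12457432, 16276691 and 9734629 reads in WT 874, 875, 877 and 878. FPKM of this kind are scaled by the library total, so that a rise of a few abundant genes lowers the values of all others. Amplified cDNA without molecular identifiers does not give independent molecules, and limits from read numbers cover counting error only. Gene symbols were those of the table, and 98.2% of its gene identifiers were found in GENCODE M21, from which coordinates were taken.

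Differential expression was tested with limma 3.58.1 (lmFit and eBayes with a trend, two-sided) in R 4.3.3 on log2(FPKM + 1), with genotype as the only term. Genes entered when at least 4 of the 8 libraries reached 1 FPKM. The minimum of 4 libraries was kept when a library was left out. A gene that reached 1 FPKM in the KO libraries alone was therefore not tested without any 1 of them. Benjamini-Hochberg adjusted p-values of 0.05 or less passed. Fold changes on this scale understate the change of genes with low values. A count test was not used for the main result, since the table holds no counts. Tnfrsf1b was also tested with a two-sided exact permutation test (70 assignments). The steps were tested on simulated data with the spread of these libraries, with 9918 genes of which 200 were changed in each of 10 runs. They recovered 6.42% of genes changed 2-fold, 55.9% changed 4-fold and 92.8% changed 8-fold, and 6.26% of all calls were false. A list of 20 genes changed 4-fold was found in 10 of 10 runs and 0 of 200 unchanged lists were called. The simulated genes varied independently of each other. In the data the estimated correlation within a list went from 0.00251 (anti-inflammatory genes) to 0.750 (cell cycle genes). The runs therefore do not show how often unchanged lists of correlated genes are called. The 200 changed genes went up or down at random and no shift of the median gene was simulated. In the data 2230 genes passed and the median gene was shifted by -0.44 (log2). The rates of recovery and of false calls were not tested for such a case.

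The tests, the gene lists and the rule for naming genes were fixed before the data were examined. There were 36 lists: TNF family, NF-kB, homeostatic and disease-associated microglia, interferon response, MHC class I and II, chemokines, chemokine and growth factor receptors, proinflammatory and anti-inflammatory genes, pattern recognition, complement and Fc receptors, phagocytosis and lysosome, cell cycle, glycolysis, tricarboxylic acid cycle, oxidative phosphorylation, cholesterol and lipid handling, PI3K and AKT signalling, immediate early and dissociation response, ribosomal proteins, mitochondrial transcripts, housekeeping and sex-linked genes, and markers of monocytes, border-associated macrophages, neutrophils, T and NK cells, B cells, dendritic cells, oligodendrocytes, astrocytes, neurons, endothelial and erythroid cells. Lists with at least 5 genes tested were compared with camera at a preset correlation of 0.01 between genes, which sets a list against all other genes, with adjustment over these lists, and again with the correlation estimated from the data. They were also tested with fry, which asks whether the genes of a list move 1 way on balance (or, mixed, in either direction) and does not compare them with other genes. The mean log2 level of each list was compared by a two-sided exact permutation test. Members of lists are shared, with 5 of the 26 monocyte markers also in another list. Of the 18 monocyte markers tested, 14 were at 1 FPKM or more on average in WT.

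Genes named were Tnfrsf1b, Tnfrsf1a, Tnf and Cx3cr1; the 12 largest rises and 12 largest falls among passing genes whose groups did not overlap; up to 4 members of each list with the smallest adjusted p among those passing, or 2 where none passed; and the 10 genes with the highest mean. Predicted or unnamed genes, pseudogenes and receptor segments were counted and left unnamed among the largest changes. The rule took 135 genes, of which 123 passed. A few genes are not reported here, and they were left out of the search for outlying libraries but kept in the tests, the lists and all other counts. Changes given relative to the median are the log2 difference minus that of the median tested gene, and the fold scale is KO minus WT throughout.

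The alternatives fixed in advance were pseudocounts of 0.1 and 5, no filter on low values, all 8 libraries at the minimum, a minimum raised 5 times, median and quantile scaling, array weights, eBayes without a trend or robust, leaving out each library, and exact permutation for the named genes. For lists they were the estimated correlation, fry, medians and leaving out shared members. Only members shared with another list of the same kind (pathway, other cell type or quality) were left out. Members shared between kinds stayed in. Chosen after seeing the data were limma's voom on the recovered reads, leaving out WT 874 and WT 875 together, removing the trend with gene length, a library size without the 10 most abundant genes, and exact permutation over all tested genes. Depths and plots were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and statmod 1.5.0 in R.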

Results

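RNA sequencing was performed on microglia, the resident macrophages of the central nervous system, sorted from the spinal cord of C57BL/6 mice with experimental autoimmune encephalomyelitis (EAE), an immune-mediated model of multiple sclerosis. Each of the 8 libraries was made from 1000 cells in the CD45low CD11b+ gate at 17 days post-induction (dpi). Of these, 4 were from TNFR2 KO mice (Cx3cr1CreER:Tnfrsf1b fl/fl), in which a Cre recombinase driven by the Cx3cr1 locus is meant to remove the gene of TNF receptor 2 from microglia, and 4 from WT mice that carried the floxed gene alone. The comparison asks how loss of TNFR2 alters the transcripts of microglia during EAE. Libraries are named by genotype and mouse number (KO 884, 885, 886 and 887 and WT 874, 875, 877 and 878). The numbers imply separate animals, which the labels do not state. The p-values of limma and of exact permutation set the group difference against the spread between these samples. Camera sets the genes of a list against other genes. At the preset correlation it treats genes as nearly independent, so its p-values do not measure that spread alone. The read totals behind the expression values were between 14137048 (KO 887) and 18211661 (KO 884) in KO and between 9734629 (WT 878) and 17894546 (WT 874) in WT. At these depths 3 reads on a gene of 1 kb correspond to 0.165 FPKM in the deepest library and 0.308 FPKM in the shallowest, which covers counting error only. Between 16485 and 17692 genes were above 0 in the KO libraries and between 17163 and 19482 in the WT libraries.

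Tnfrsf1b, the targeted gene encoding TNFR2, was lower in each of the 4 KO libraries than in each of the 4 WT libraries, with 4.39 ± 0.976 FPKM in KO and 7.04 ± 0.661 FPKM in WT (mean ± SD, n = 4 per group, as for all values with ± below). It was 3.18, 5.27, 4.02 and 5.08 FPKM in KO 884, 885, 886 and 887, and 6.85, 6.22, 7.76 and 7.35 FPKM in WT 874, 875, 877 and 878. The difference in mean log2(FPKM + 1) was -0.59, with a two-sided exact permutation p = 0.0286, the smallest that 4 against 4 libraries allow, while limma's adjusted p was 0.171 and did not pass 0.05. With the libraries scaled to an equal median the difference was -0.05 (limma adjusted p = 0.930), so the size of the difference depended on the scaling. Tnfrsf1b (ENSMUSG00000028599) lies on chromosome 4, from 145213463 to 145246870 on the minus strand (GRCm38, GENCODE M21), and gene-level values do not separate the floxed exons from the rest of the transcript. Cx3cr1, the fractalkine receptor whose locus drives the Cre, fell from 193 ± 46.7 FPKM in WT to 42.9 ± 16.2 FPKM in KO and was lower in all 4 KO libraries (limma adjusted p = 0.00151). It lies on chromosome 9, from 119901616 to 120069879 on the minus strand. The labels give the Cre allele to the KO group alone, so its effect on Cx3cr1 or any other gene cannot be separated from that of losing TNFR2. Tnfrsf1a, which encodes TNFR1, was at 6.63 ± 1.97 FPKM in KO and 16.5 ± 9.86 FPKM in WT, and their ligand Tnf at 283 ± 185 FPKM and 450 ± 557 FPKM. Neither passed (limma adjusted p = 0.128 and 0.860).

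The largest rises in TNFR2 KO microglia included those of the chemokine genes Ccl5, Cxcl13, Ccl17 and Cxcl9, and the largest falls included those of the microglial gene Fcrls and the immediate early gene Ier2. Ccl5, a chemokine that attracts T cells and monocytes (chromosome 11, from 83525778 to 83530518), rose from 4.70 ± 4.42 FPKM in WT to 757 ± 287 FPKM in KO. Plac8 and Ly6c2, both abundant in inflammatory monocytes, rose from 2.49 ± 3.17 FPKM to 343 ± 160 FPKM and from 1.87 ± 2.24 FPKM to 191 ± 118 FPKM. The other genes with the largest rises were Ly6i, the acute phase gene Saa3, the B cell chemokine Cxcl13, AA467197, the IL-18 inhibitor Il18bp, the chemokines Ccl17 and Cxcl9, Ly6a (2816 ± 1391 FPKM in KO and 52.2 ± 26.7 FPKM in WT) and the interferon-induced GTPase Iigp1. Ccl17, which was at 80.4 ± 62.6 FPKM in KO, was listed at 0 in all 4 WT libraries. The largest falls were those of Serpinf1, which encodes a secreted serpin (2.08 ± 1.77 FPKM in KO and 74.9 ± 15.9 FPKM in WT), Gp9, Gadd45g, the tubulin gene Tuba1a, Ier2 (34.1 ± 3.22 FPKM and 515 ± 187 FPKM), Upk1b, the prostaglandin-degrading enzyme Hpgd, mmu-mir-3074-2, Mir181b-2, Klk8, Sult1a1 and Fcrls. The 2 microRNA loci are very short, so that few reads give a large FPKM, and reads of overlapping host transcripts cannot be told apart from theirs. Ly6i, Ly6a and Ly6c2 belong to a family of similar genes, between which the authors' counting could divide reads.

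Of 9919 genes tested, 2230 passed limma's adjusted p of 0.05, with 641 higher and 1589 lower in KO. The number of calls in each direction depended on the scaling. The median tested gene was shifted by -0.44 (log2) in the values as deposited, and changes below are given relative to this median unless stated otherwise. With the libraries scaled to an equal median 1120 genes were higher and 408 lower, so that lower calls went from 71.3% to 26.7% of all calls, and with quantile normalization they made up 43.4%. All 641 higher calls and 408 of the lower calls were shared between the deposited and the median scaling. In 2579 genes (26.0% of those tested) the 4 KO values did not overlap the 4 WT values, where chance gives 2.86%. Log2 values correlated between pairs of KO libraries at r = 0.911 to 0.967 across genes, between WT libraries at 0.762 to 0.904 and between KO and WT libraries at 0.723 to 0.866, genes not being independent replicates. Leaving out KO 885 left 1228 genes passing (395 higher and 833 lower), and leaving out KO 886 left 1120 (363 higher and 757 lower).

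**Figure D1:**
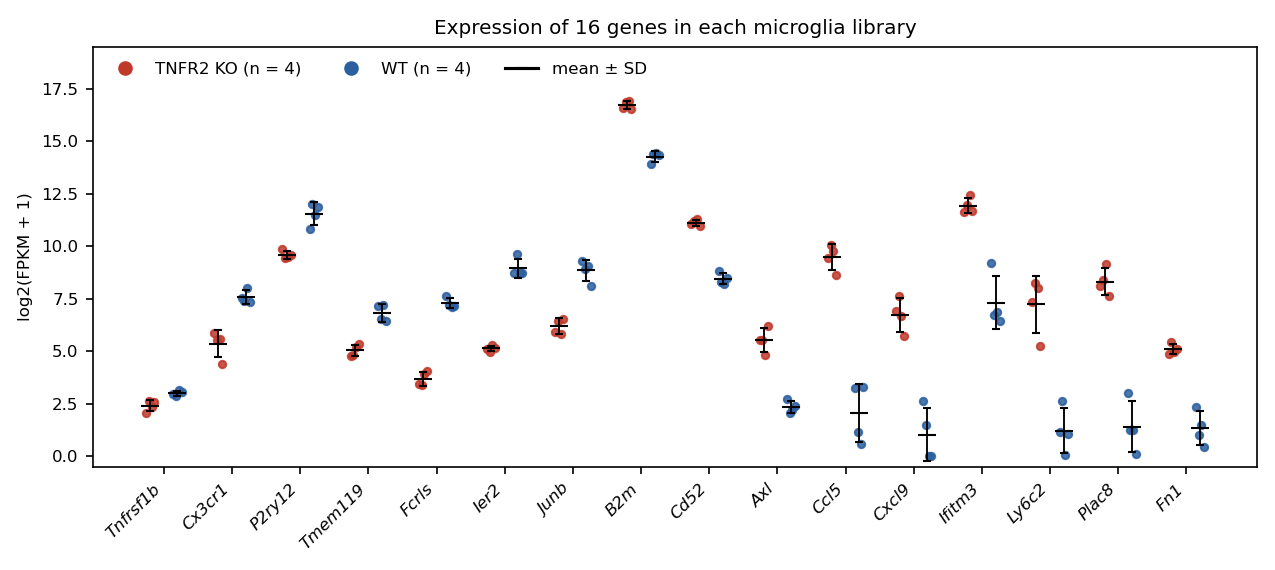
Expression of 16 genes as log2(FPKM + 1) in each TNFR2 KO (red, n = 4) and WT (blue, n = 4) library, with black bars for the mean ± SD. P2ry12 and Tmem119 were picked for the plot after their values were seen. Tnfrsf1b lies between 3.18 and 5.27 FPKM in KO and between 6.22 and 7.76 FPKM in WT, a gap that closes to -0.05 (log2) with median scaling, and Ccl5 is at 757 ± 287 FPKM in KO and 4.70 ± 4.42 FPKM in WT.

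Genes that mark resident microglia in the healthy nervous system fell as a group in TNFR2 KO. Of 47 homeostatic microglia genes tested, 29 fell and 0 rose (36 and 0 adjusted over the list alone), and 18 were lower with median scaling. Fcrls, a microglial Fc receptor-like gene, fell from 157 ± 29.0 FPKM in WT to 12.2 ± 3.09 FPKM in KO, a change of -3.16 (log2) relative to the median gene. Selplg, which encodes the P-selectin ligand (-2.92), Serpine2, a protease inhibitor (-2.56), and Sparc, a matrix-associated protein (134 ± 19.6 FPKM in KO and 543 ± 87.1 FPKM in WT, -1.57), also fell in all 4 KO libraries. The median change of the list was -0.86 (camera adjusted p = 5.88e-11). Its call was lost with an estimated correlation between genes (adjusted p = 0.0914 with an estimated correlation). Phagocytosis and lysosome genes were split, with 4 higher and 14 lower of 39 (4 and 15 adjusted over the list alone) and 6 higher and 4 lower with median scaling. The lysosomal enzyme gene Hexa (-1.91) and the lipid-sensing receptor Trem2 (48.1 ± 17.4 FPKM in KO and 259 ± 92.4 FPKM in WT, -1.97) fell. The receptor kinase Axl, which binds dying cells, rose (3.61), as did the scavenger receptors Cd36 and Msr1 and the proton pump subunit Atp6v0d2. As a list they did not pass (camera adjusted p = 0.607) but did with fry (0.0280) and with quantile normalization (0.0437, over a camera range of 0.0437 to 0.994 among the settings), and the median of the members was -0.59 as deposited, -0.04 with median scaling and 0.07 with the length trend removed. Without KO 885 or without KO 886, 2 of 38 of its members rose. Of 19 complement and Fc receptor genes, 6 rose and 5 fell (7 and 5 adjusted over the list alone), and 8 were higher and 1 lower with median scaling. C3, the central complement component (2.49), the C1 inhibitor Serping1 (3.40), and Fcer1g, the shared signalling chain of Fc receptors (9814 ± 1698 FPKM and 3999 ± 988 FPKM, 1.75), were among those that rose. Among those that fell were C1qa, C1qb and C1qc, which encode the recognition molecule of the classical pathway, and Fcgr3, none of which passed with median scaling. The list passed as higher (median 0.69, camera adjusted p = 0.00998 and adjusted p = 0.343 with an estimated correlation), and the call was also lost with fry (0.255), with quantile normalization (camera adjusted p = 0.343), without KO 884, KO 885 or KO 886 (0.345, 0.339 and 0.294), with all 8 libraries at the minimum (0.746), with a minimum raised 5 times (0.604) and without shared members (0.0671). Over all settings with the preset correlation this p lay between 0.00234 and 0.746. List members named from outside the naming rule were chosen after their values were seen. In the same KO libraries 16 of 18 markers of monocytes and infiltrating macrophages rose.

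Among genes of disease-associated microglia, of the interferon response and of antigen presentation, those that passed were mostly higher in TNFR2 KO. Of 33 disease-associated genes, which microglia induce near damage, 16 rose and 4 fell (17 and 6 adjusted over the list alone), with 17 higher and 0 lower under median scaling. B2m, the light chain of MHC class I (chromosome 2, from 122147686 to 122153083), rose from 20110 ± 3153 FPKM to 110085 ± 14298 FPKM (2.90). The surface peptide gene Cd52 (2240 ± 231 FPKM in KO and 355 ± 68.7 FPKM in WT, 3.10), Axl (47.8 ± 19.1 FPKM and 4.18 ± 1.09 FPKM) and Cox6a2, a subunit of cytochrome c oxidase (4.12), rose as well. The 4 that fell were Timp2, Ctsl, Ctsd and Cadm1, and 2 members fell without KO 885 or without WT 875. The median change of the list was 1.04 (camera adjusted p = 2.19e-09 and adjusted p = 0.111 with an estimated correlation). Of 50 interferon response genes 30 rose and only Irf1 fell (32 and 1 adjusted over the list alone, 35 and 0 with median scaling), and 1 member fell without WT 875 or WT 878 and 0 without any other library. Ifi27l2a rose from 158 ± 100 FPKM to 2776 ± 612 FPKM (4.73), the antiviral membrane protein Ifitm3 from 226 ± 247 FPKM to 4024 ± 1107 FPKM (5.06), and the T cell chemokine Cxcl9 (6.15) and the guanylate-binding protein Gbp6 (3.47) rose too. The median change was 2.48 (camera adjusted p = 1.15e-25 and adjusted p = 0.115 with an estimated correlation). WT 874 stood apart from the other WT libraries in these genes, with a mean log2 level of 4.11 against 2.12 to 2.23 in the other WT libraries and 4.50 to 4.96 in KO, and without it 37 of 49 interferon genes rose. Of 22 genes of MHC class I presentation 7 rose and the chaperone Pdia3 fell (8 and 1 adjusted over the list alone, 9 and 0 with median scaling), and without WT 874, 11 rose. Without any single KO library or WT 878, 0 fell. H2-K1 rose from 148 ± 15.0 FPKM to 410 ± 85.2 FPKM (1.89), and H2-Q6 (2.83) and H2-Q7 (2.65), near-identical genes whose reads could be shared, rose too (list median 1.15, camera adjusted p = 3.45e-07 and adjusted p = 0.151 with an estimated correlation). Of 14 genes of MHC class II presentation 5 rose and 0 fell (5 and 2 adjusted over the list alone, 6 and 0 with median scaling). They were H2-Aa (1110 ± 834 FPKM in KO and 59.9 ± 28.2 FPKM in WT, 4.27), the invariant chain Cd74 (3.23), H2-Eb1 (3.06), H2-Ab1 (2.99) and Ifi30, and the KO and WT values of Cd74 and H2-Ab1 overlapped. The list had a median change of 0.59 (camera adjusted p = 0.00812), and its call was lost with an estimated correlation (adjusted p = 0.343 with an estimated correlation), with fry (0.255), with quantile normalization (camera adjusted p = 0.115) and with a minimum raised 5 times (0.0587), over a range of 0.000161 to 0.115 among the settings with the preset correlation. Without WT 874, 2 members fell, and without KO 884, KO 887 or WT 877, 1. Monocyte and macrophage markers rose in the same KO libraries, with a median change of 3.62.

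All chemokine genes that passed rose, and cytokine, receptor and pattern recognition genes were split between rises and falls. Of 19 chemokine genes 11 rose and 0 fell (11 and 0 adjusted over the list alone, 12 and 0 with median scaling). Beside Ccl5 (7.84), Ccl17 and Cxcl9, Cxcl13 rose from 6.41 ± 9.76 FPKM to 311 ± 87.0 FPKM (6.72). The median change was 2.69 (camera adjusted p = 5.02e-13 and adjusted p = 0.0914 with an estimated correlation), and 7 of 16 rose without KO 885, without KO 886 or without KO 887. Fewer chemokine genes reached the minimum in these fits, Ccl17 being among those not tested, so part of the lower count comes from the filter. Of 16 chemokine and growth factor receptors 3 rose and 3 fell (3 and 3 adjusted over the list alone, 6 and 2 with median scaling). Fpr2, a formyl peptide receptor (35.4 ± 15.1 FPKM in KO and 0.369 ± 0.640 FPKM in WT), the monocyte receptor Ccr2 (10.4 ± 4.31 FPKM and 0.623 ± 0.606 FPKM) and Cxcr4 rose, and Ccr6 (-3.03), Csf3r (-1.32) and Csf1r, the receptor on which microglia depend for survival, fell, Csf1r no longer passing with median scaling. The list had a median of 0.79 (camera adjusted p = 0.00929 and adjusted p = 0.161 with an estimated correlation), and its call was lost with fry (0.0863), with all 8 libraries at the minimum (0.159) and a minimum raised 5 times (0.388), over a camera range of 0.00058 to 0.388. Of 23 proinflammatory cytokines and effectors 5 rose and 3 fell (7 and 3 adjusted over the list alone, 6 and 0 with median scaling). Saa3 (244 ± 274 FPKM and 0.467 ± 0.438 FPKM), Nos2, which makes nitric oxide (2.41 ± 0.763 FPKM and 0.0123 ± 0.0245 FPKM), Cybb, the catalytic subunit of the phagocyte NADPH oxidase (47.6 ± 13.4 FPKM and 3.42 ± 2.37 FPKM), Ptgs2 and Il18 rose, and Ncf1 and Ncf4, which encode cytosolic subunits of the same oxidase, were among those that fell. The fall of Ncf4 was lost with median scaling (limma adjusted p = 0.115, change of -0.78). Without WT 874, 5 members fell, and without KO 884, KO 885, KO 886 or WT 878, 1 did. The median of the list was 0.57 (camera adjusted p = 0.00168 and adjusted p = 0.115 with an estimated correlation), and its call was lost with all 8 libraries at the minimum (0.159) and a minimum raised 5 times (0.0615), over a range of 0.000139 to 0.159. Of 25 anti-inflammatory and repair genes 7 rose and 6 fell (7 and 9 adjusted over the list alone, 7 and 0 with median scaling), and the list did not pass (camera adjusted p = 0.116, with 0.0324 to 0.511 over the settings and the lowest without a filter on low values). Its mean was 0.46 as deposited while its median was -0.08, and 0.47 with median scaling. The arginase gene Arg1 (57.4 ± 22.2 FPKM and 4.31 ± 4.10 FPKM), the IL-1 receptor antagonist Il1rn (33.1 ± 10.9 FPKM and 4.17 ± 3.45 FPKM), Cd36 and the angiogenic factor Vegfa (3.46 ± 0.660 FPKM and 0.0340 ± 0.0533 FPKM) rose. Without KO 885, 3 members fell, and without KO 886, 1. Of 27 pattern recognition and host defence genes 7 rose and 3 fell (7 and 3 adjusted over the list alone, 9 and 2 with median scaling). The C-type lectin receptor genes Clec4e (4.77), Clec4d (5.05) and Clec12a (3.66) rose, while the adaptor Myd88 (-1.70), Cd14 and Clec4a2 (the last not with median scaling) fell (list median 0.53, camera adjusted p = 0.000922 and adjusted p = 0.169 with an estimated correlation). Its call was lost with fry (0.133) and with all 8 libraries at the minimum (0.307, over a camera range of 1.18e-05 to 0.307). Several of these genes are also expressed by monocytes and neutrophils, of which 16 of 18 and 5 of 7 tested markers rose in KO.

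**Figure D2:**
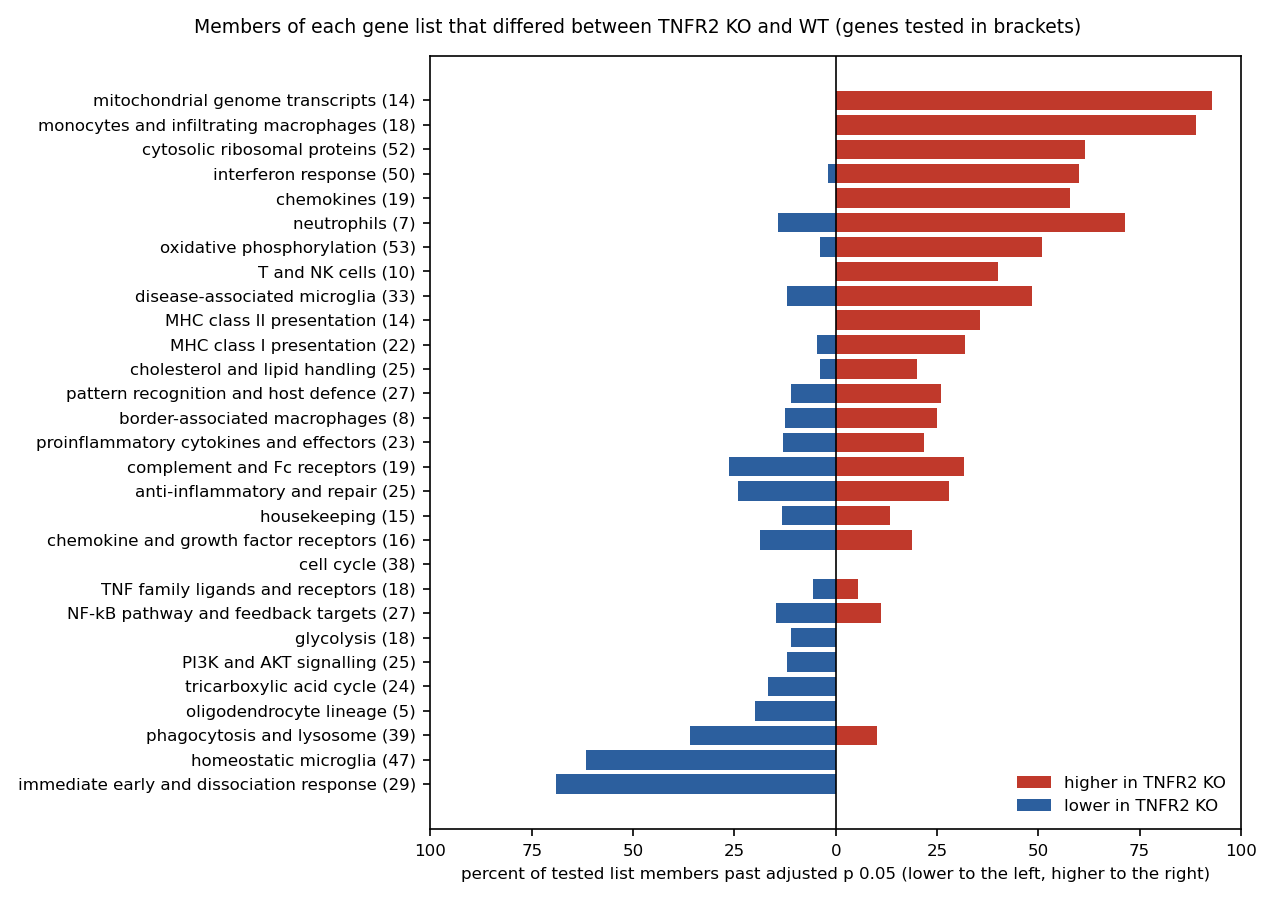
Percent of the tested members of each gene list that passed limma's adjusted p of 0.05 in TNFR2 KO against WT, in the values as deposited, higher in KO to the right (red) and lower to the left (blue), for lists with at least 5 genes tested and with the number tested in brackets. In the homeostatic list 29 of 47 members fell and in the monocyte list 16 of 18 rose, and with median scaling the lower calls of the homeostatic list are 18 and those of the immediate early list 14.

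Among transcripts of cytosolic ribosomal proteins, of the mitochondrial genome and of oxidative phosphorylation, those that passed were mostly higher in TNFR2 KO. Without any single library 25 to 35 of 52 ribosomal protein genes and 19 to 25 of 53 oxidative phosphorylation genes rose, and with quantile normalization 25 of each. The ribosomal protein and mitochondrial transcript lists had been fixed as measures of library quality, as had the immediate early list, which fell in the same libraries (median -1.12). Of 52 cytosolic ribosomal protein genes 32 rose and 0 fell (37 and 2 adjusted over the list alone, 38 and 0 with median scaling), with 2 lower without WT 877. Those that rose included Rps24 (1210 ± 214 FPKM in KO and 320 ± 75.4 FPKM in WT, 2.36), Rpl38 (2.41), Rpl41 (2.27) and Rpl32 (1.94). Their median change was 1.48 (camera adjusted p = 1.97e-20 and adjusted p = 0.0828 with an estimated correlation). Of 14 transcripts of the mitochondrial genome 13 rose and 0 fell (13 and 0 adjusted over the list alone, 13 and 0 with median scaling, 7 and 0 with quantile normalization, 3 and 0 of 15 without a filter on low values), among them mt-Co1 (13400 ± 1785 FPKM and 4417 ± 358 FPKM, 2.03), mt-Nd5 (1.92), the ribosomal RNA mt-Rnr2 (2.30) and mt-Cytb (1.61). Their median change was 1.93 (camera adjusted p = 1.89e-12 and adjusted p = 0.115 with an estimated correlation). Of 53 nuclear genes of oxidative phosphorylation 27 rose and Ndufv1 and Uqcrc1 fell (28 and 5 adjusted over the list alone, 30 and 1 with median scaling, where Uqcrc1 did not pass). Cox7b rose from 112 ± 9.19 FPKM to 434 ± 83.2 FPKM (2.37), and Ndufa4 (2.03), Ndufc1 (2.30) and Atp5k (2.37) rose as well. Their median change was 1.23 (camera adjusted p = 9.04e-12 and adjusted p = 0.115 with an estimated correlation), and without WT 877, 5 members fell and without KO 886, 1. Of 25 genes of cholesterol and lipid handling 5 rose and the sterol hydroxylase Cyp27a1 fell (5 and 1 adjusted over the list alone, 7 and 0 with median scaling). Apoc1, an apolipoprotein (29.5 ± 31.2 FPKM and 0.269 ± 0.362 FPKM), the fatty acid-binding proteins Fabp3 (2.94) and Fabp5 (2.83), the cholesterol exporter Abcg1 (1.44) and Ch25h rose. The list's median was 0.66 (camera adjusted p = 0.00929 and adjusted p = 0.246 with an estimated correlation), and its call was lost with fry (0.255), with all 8 libraries at the minimum (0.129) and without shared members (0.0799), over a camera range of 0.00234 to 0.129. Without KO 884, KO 885 or KO 886, 2 of 24 lipid genes rose and 0 fell, without KO 887 3 rose and 2 fell, and without WT 875 or WT 878 3 rose. Abcg1 was among the calls lost, with limma adjusted p = 0.0706, 0.125, 0.0802, 0.0717 and 0.0546 without KO 884, KO 885, KO 886, WT 875 and WT 878. Of 18 glycolysis genes 0 rose and 2 fell (0 and 1 adjusted over the list alone, 2 and 1 with median scaling), namely the lactate dehydrogenase genes Ldhb (50.9 ± 18.7 FPKM and 256 ± 88.3 FPKM) and Ldha (35.5 ± 2.09 FPKM and 71.5 ± 25.4 FPKM). The fall of Ldha was lost with median scaling (limma adjusted p = 0.446, change of -0.39) and without WT 875 or any single KO library (0.0566 to 0.0944). Without WT 874, 1 member rose. Glycolysis genes did not pass as a list (camera adjusted p = 0.935), and their median was -0.26 as deposited and 0.29 with median scaling. Of 24 tricarboxylic acid cycle genes 0 rose and 4 fell (0 and 4 adjusted over the list alone, 0 and 1 with median scaling), namely the isocitrate dehydrogenase genes Idh2 (-1.56), Idh3b (-1.03) and Idh3g (-0.82) and the succinate-CoA ligase Suclg1 (-0.60). With median scaling the calls of Idh3b, Idh3g and Suclg1 were lost (limma adjusted p = 0.0682, 0.173 and 0.366). Suclg1 also did not pass without WT 874, WT 875 or any single KO library (0.0592 to 0.122). The cycle genes did not pass as a list (camera adjusted p = 0.257, with 0.0200 to 0.832 over the settings and the lowest without a filter on low values, and 0.0461 with fry), their median was -0.48 as deposited and 0.06 with median scaling, and without WT 877, 8 of them fell. The same KO libraries held the higher levels of monocyte markers.

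Immediate early genes fell, and the lists of TNF family, NF-kB and PI3K signalling genes did not pass by camera. Of 29 genes of the immediate early and dissociation response, which cells induce within minutes of stimulation or of tissue handling, 20 fell and 0 rose (24 and 0 adjusted over the list alone), and 14 were lower with median scaling. Ier2 (-3.38), the RNA-binding protein Zfp36 (325 ± 50.4 FPKM in KO and 1856 ± 361 FPKM in WT, -2.07), the antiproliferative gene Btg2 (-2.05) and the transcription factor Junb (74.0 ± 18.8 FPKM and 481 ± 149 FPKM, -2.22) fell in all 4 KO libraries (list median -1.12, camera adjusted p = 9.67e-09 and adjusted p = 0.161 with an estimated correlation). Of 18 TNF family ligands and receptors, the death receptor Fas rose (17.1 ± 4.73 FPKM and 3.16 ± 3.94 FPKM) and Tnfrsf12a, the TWEAK receptor, fell (1 and 1 adjusted over the list alone, 4 and 0 with median scaling). The fall of Tnfrsf12a was lost with median scaling (limma adjusted p = 0.0520, change of -1.03), and as a list the family did not pass (camera adjusted p = 0.210), its median being -0.18 as deposited and 0.36 with median scaling. Without KO 887 or WT 874, 2 members rose, and without KO 884, KO 887, WT 875, WT 877 or WT 878, 2 fell. Of 27 NF-kB pathway and feedback genes 3 rose and 4 fell (3 and 4 adjusted over the list alone, 4 and 2 with median scaling). Nfkbia, the inhibitor that NF-kB itself induces, fell from 871 ± 225 FPKM to 124 ± 12.1 FPKM (-2.33), and the adhesion molecule Icam1 (-1.33), Nfkbie and Rela fell too, the calls of Nfkbie and Rela being lost with median scaling. The anti-apoptotic genes Bcl2a1d (2.48) and Bcl2a1a (1.87), copies of each other between which reads could be shared, and Tnfaip2 rose. NF-kB genes did not pass as a list (camera adjusted p = 0.870), their median was -0.43 as deposited and 0.11 with median scaling, and 8 members fell without WT 874 and 2 without KO 885 or without KO 886. Of 25 PI3K and AKT signalling genes 0 rose and 3 fell (0 and 0 adjusted over the list alone, 0 and 0 with median scaling), namely the phosphatase Inpp5d (-0.95), the kinase subunit Pik3r5 (-0.72) and the survival gene Mcl1 (-0.47). All 3 calls were lost with median scaling (limma adjusted p = 0.117, 0.241 and 0.416), 0 members fell without KO 885, KO 886 or WT 878, 1 without KO 884, WT 875 or WT 877, and 5 without WT 874. As a list they did not pass (camera adjusted p = 0.460, with 0.0157 to 0.979 over the settings and the lowest without a filter on low values, and 0.0467 with fry). Relative to all genes their median was 0.06 and their mean -0.11, the median being -0.38 as deposited and 0.16 with median scaling. Of 38 cell cycle genes 0 passed by limma and 5 were higher at an unadjusted p of 0.05 (0 and 0 adjusted over the list alone, 3 and 0 with median scaling), although the list passed as higher (median 1.01, camera adjusted p = 3.03e-05, adjusted p = 0.472 with an estimated correlation and 0.564 with fry). The smallest p-values were those of Mcm2, a replication licensing factor (5.93 ± 3.48 FPKM and 1.76 ± 2.31 FPKM, limma adjusted p = 0.0531), and Birc5 (41.8 ± 18.7 FPKM and 19.2 ± 30.6 FPKM, limma adjusted p = 0.0759), and with median scaling Mcm2 passed (0.0167). WT 874 again stood apart, with a mean log2 level of 4.42 against 1.54 to 1.87 in the other WT libraries, and without it 18 of 35 cell cycle genes rose. Of 15 housekeeping genes Ppia (2390 ± 426 FPKM and 1279 ± 71.6 FPKM) and Hprt rose and 2 genes, Eef2 among them, fell (2 and 2 adjusted over the list alone, 3 and 1 with median scaling), the fall of Eef2 being lost with median scaling (limma adjusted p = 0.0991). Hprt did not pass with quantile normalization (0.349) or without KO 884, KO 885, KO 886 or WT 878 (0.0592 to 0.0734), and Ppia not with quantile normalization (0.209). Housekeeping genes did not pass as a list (camera adjusted p = 0.593), and their median was -0.14 as deposited and 0.41 with median scaling. Monocyte markers were higher in the KO libraries in which the immediate early genes fell.

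Among markers of other cells, those of monocytes and infiltrating macrophages rose most in TNFR2 KO. Of 18 tested 16 rose and 0 fell (16 and 0 adjusted over the list alone, 16 and 0 with median scaling), including Plac8 (7.35), Ly6c2 (6.45), the calcium-binding protein S100a6 (52.0 ± 15.8 FPKM in KO and 1.56 ± 1.75 FPKM in WT, 5.01) and fibronectin, Fn1 (33.5 ± 6.09 FPKM and 1.83 ± 1.63 FPKM, 4.20). This list alone of the 19 that passed held its call with an estimated correlation (median 3.62, camera adjusted p = 1.85e-21 and adjusted p = 0.0274 with an estimated correlation). Of 7 neutrophil markers S100a8, S100a9, Retnlg, Il1f9 and Stfa2l1 rose and Csf3r fell (5 and 1 adjusted over the list alone, 5 and 1 with median scaling). Their median change was 3.02 (camera adjusted p = 0.000181 and adjusted p = 0.115 with an estimated correlation), and the call was lost with a minimum raised 5 times (0.0612, over a range of 2.23e-08 to 0.0612). Stfa2l1 (5.27 ± 2.11 FPKM in KO) was listed at 0 in all 4 WT libraries, and Retnlg was at 51.0 ± 73.7 FPKM in KO and 2.74 ± 5.30 FPKM in WT, where 10.7 FPKM came from WT 875. The neutrophil list was at 4.90 in WT 875 against 0.835 to 0.934 in the other WT libraries. Without KO 885 or KO 886, 1 of 6 neutrophil markers rose, without KO 884 or KO 887, 2 of 6, and without WT 874, WT 877 or WT 878, 3 of 7. Stfa2l1 fell below the filter and was not tested without any single KO library. Il1f9 did not pass without KO 884, KO 885 or KO 886 (limma adjusted p = 0.0529, 0.0617 and 0.0714). Of 10 T and NK cell markers Cd3d, Trac (17.2 ± 11.9 FPKM and 1.51 ± 3.02 FPKM), Trbc2 and Nkg7 rose and 0 fell (4 and 0 adjusted over the list alone, 5 and 0 with median scaling). Their median change was 1.47 (camera adjusted p = 9.80e-05 and adjusted p = 0.115 with an estimated correlation). Without KO 886, 2 of 8 rose and Nkg7 did not pass (limma adjusted p = 0.0627). Of 8 markers of border-associated macrophages, which line the meninges and vessels, Ms4a7 (3.74) and the chemokine Ccl8 (3.58) rose and Cbr2 fell (2 and 2 adjusted over the list alone, 2 and 0 with median scaling). These markers did not pass as a list (camera adjusted p = 0.210) but did without WT 875 (0.0347, over a range of 0.0347 to 0.495). Their mean was 0.42 and their median -0.10 as deposited, and 0.45 with median scaling. The call of Cbr2 was lost with median scaling (limma adjusted p = 0.240) and without KO 884, KO 886 or KO 887 (0.0803, 0.0562 and 0.0502). No marker of nervous system cells rose in the values as deposited. Of 5 oligodendrocyte lineage markers the myelin enzyme Cnp fell from 10.5 ± 4.74 FPKM to 2.77 ± 0.806 FPKM (0 and 1 adjusted over the list alone, 0 and 0 with median scaling, list camera adjusted p = 0.381 and 0.0119 with fry). It did not pass without KO 885 (limma adjusted p = 0.0607). Of 4 astrocyte markers 0 passed by limma and 1 was higher and 1 lower at an unadjusted p of 0.05 (0 and 0 adjusted over the list alone, 1 higher with median scaling, 1 lower without WT 874), with Aqp4 at 4.85 ± 6.70 FPKM and 0.544 ± 0.896 FPKM and Slc1a3 at 9.24 ± 1.28 FPKM and 24.3 ± 15.4 FPKM. Their mean was -0.13 and their median -0.46 as deposited, and the median was 0.08 with median scaling. The single neuronal marker tested, Uchl1, and the single endothelial marker, Ly6c1, did not pass (limma adjusted p = 0.438 and 0.665 over all genes), with 0 and 0 adjusted over the list alone and 0 at an unadjusted p of 0.05. Of 2 B cell markers Ighm fell from 161 ± 26.0 FPKM to 60.6 ± 26.4 FPKM (0 and 2 adjusted over the list alone, 0 and 0 with median scaling), and without KO 884 or WT 877, 2 fell. Of 4 dendritic cell markers Ccl17 rose and Batf3 and Fscn1 fell (1 and 2 adjusted over the list alone, 1 and 1 with median scaling), the call of Batf3 being lost with median scaling (limma adjusted p = 0.128). Without any single KO library 0 of 3 rose, since Ccl17 then fell below the filter and was not tested, and without WT 874, 2 of 4. The mean of the 4 was 0.80 and their median -0.38 as deposited, and 0.16 with median scaling. Of the erythroid genes 0 reached the expression filter. Of the sex-linked genes, Xist (35.2 ± 29.1 FPKM and 71.6 ± 70.7 FPKM) and its antisense transcript Tsix were tested and 0 passed by limma, 0 also at an unadjusted p of 0.05 (0 and 0 adjusted over the list alone). Reads of such antisense pairs cannot be told apart without strand.

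**Figure D3:**
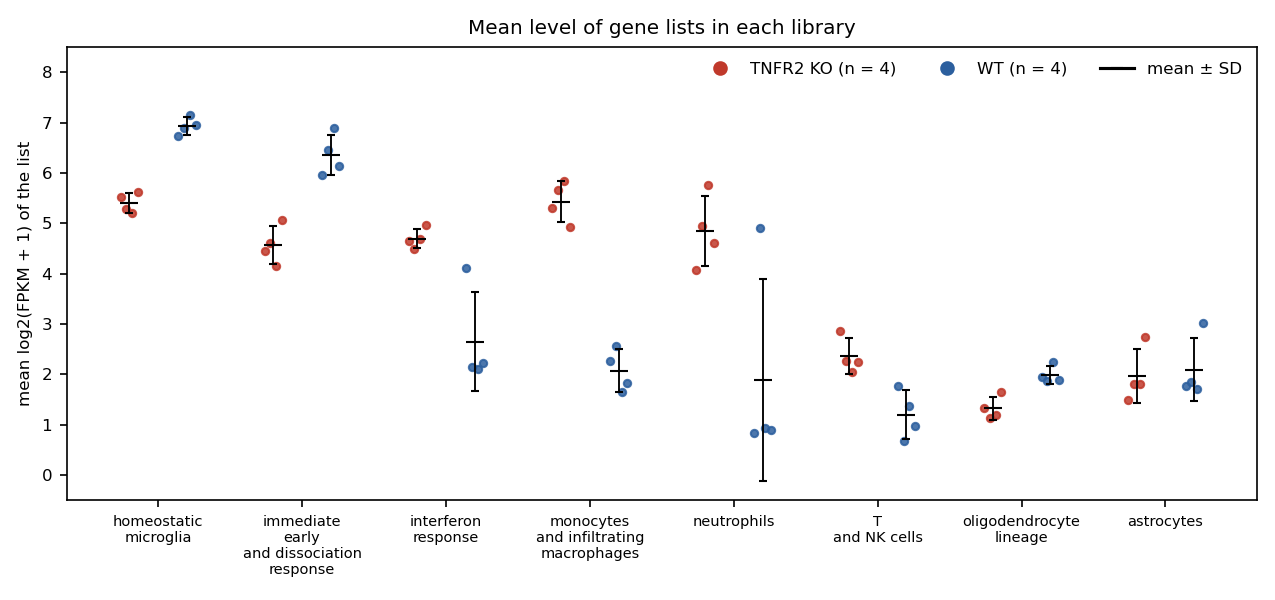
Mean log2(FPKM + 1) of 8 gene lists in each TNFR2 KO (red, n = 4) and WT (blue, n = 4) library, with black bars for the mean ± SD. The monocyte list is at 5.43 ± 0.404 in KO and 2.07 ± 0.420 in WT, and WT 874 (interferon response, 4.11) and WT 875 (neutrophils, 4.90) lie apart from the other WT libraries.

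Across the 29 lists with at least 5 genes tested, 19 passed camera's adjusted p of 0.05, 17 as higher and 2 as lower in KO. With an estimated correlation 1 passed, that of monocyte markers. The mean level per library was 5.41 ± 0.195 in KO and 6.93 ± 0.178 in WT for homeostatic microglia genes, 5.43 ± 0.404 and 2.07 ± 0.420 for monocyte markers and 4.57 ± 0.382 and 6.36 ± 0.402 for immediate early genes, and the groups did not overlap in these lists (two-sided exact permutation p = 0.0286 each, the smallest possible, where chance gives such a gap in 2.86% of lists). In 17 of the 35 lists with a level the unadjusted exact permutation p was 0.05 or less, and after adjustment over the lists 0 passed this test (smallest adjusted exact permutation p = 0.0588).

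The most abundant transcripts also differed. B2m held between 15.3% and 18.0% of the summed FPKM in the KO libraries, while the most abundant gene in WT was Ctss in WT 874 (3.65%) and the protease inhibitor Cst3 in the other WT libraries (7.82% to 11.7%). Among the 10 genes with the highest mean, B2m, Tmsb4x, the iron storage gene Fth1 (23429 ± 7977 FPKM in KO and 8531 ± 898 FPKM in WT), Ly86, mt-Cytb, mt-Rnr2, mt-Co1 and mt-Nd1 rose, Cst3 fell from 40199 ± 20269 FPKM to 5640 ± 327 FPKM, and the lysosomal protease Ctss, at 9664 ± 3826 FPKM and 14421 ± 4640 FPKM, did not pass (limma adjusted p = 0.212). With quantile normalization the calls of Tmsb4x, Ly86, mt-Cytb and mt-Nd1 were lost (limma adjusted p = 0.535, 0.165, 0.127 and 0.0949), and that of Tmsb4x without KO 886 (0.0515).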

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

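None of the values in this part came from a test chosen only after the result was seen. A library is named where it lay far from the other 3 of its group, by Dixon's ratio of the gap to the nearest value over the whole range. There were 37 such cases among the 342 groups looked at (27 of 264 groups of named genes, 10 of 70 groups of list levels and 0 of 8 groups of library measures). In 8 of them the gene was listed at 0 in the other 3 libraries of the group, where the ratio is 1 whatever the remaining value. Chance marks about 1 in 20 groups of the other kind, or 16.7 of 334, against 29 here, and genes that move together are not independent in such a count.

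WT 874 held 16 of the 37, with 5 of those at 0 in the other libraries. Interferon-induced genes were high in it, with Iigp1 at 67.92 FPKM (0.01969 to 0.09874 in the other WT libraries), Ifitm3 at 595.1 FPKM (86.97 to 114.1), Gbp6 at 1.136 FPKM (0 in the others) and a mean log2 level of the interferon list of 4.111 (2.115 to 2.227). So were MHC class I genes, with a list level of 5.919, cell cycle genes, with a level of 4.418 (1.536 to 1.867) and Mcm2 at 5.207 FPKM, and the T cell transcripts Trac (6.037 FPKM), Trbc2 (2.584 FPKM) and Nkg7 (1.400 FPKM), each at 0 in the other WT libraries. The oxidase subunit Ncf4 was at 44.02 FPKM, the adaptor Myd88 at 46.12 FPKM, the complement inhibitor Serping1 at 0.6009 FPKM and the housekeeping list at 6.727. The microRNA locus mmu-mir-3074-2 (6.733 FPKM) and mt-Cytb (5724 FPKM) were low in this library.

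In WT 875 Ier2 was at 795.9 FPKM (419.6 to 423.1 in the other WT libraries), Clec4e at 1.310 FPKM, the neutrophil gene Retnlg at 10.69 FPKM and the neutrophil list at 4.896. In WT 877 Fpr2 was at 1.327 FPKM and the B cell list at 5.238. In WT 878 the astrocyte list was at 3.029, and Nos2 was at 0.04901 FPKM, with 0 in the others, which is 2 reads and no detectable difference.

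Among the KO libraries, KO 884 held the highest Tnf (559.7 FPKM, with 178.9 to 209.6 in the others), Trac (35.06 FPKM) and B cell list level (5.354). In KO 885 the apolipoprotein Apoc1 was at 76.24 FPKM (12.38 to 16.87) and the list of border-associated macrophages at 3.328. In KO 886 Mir181b-2 was at 4.449 FPKM, with 0 in the others, Tsix at 0.01314 FPKM (87.84 to 207.6), Ly86 at 15040 FPKM and the lipid handling list at 3.155. In KO 887 Nfkbia was at 106.1 FPKM (127.9 to 132.8), the receptor Fpr2 at 13.1 FPKM (40.21 to 46.51), Ccr6 at 3.558 FPKM, with 0 in the others, and Clec4d at 8.577 FPKM (56.39 to 67.07).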

How the results depend on the processing

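The tests on recovered reads with voom, with the length trend removed, with both WT 874 and WT 875 left out, with a library size without the 10 most abundant genes and with exact permutation over all tested genes were chosen only after the result was seen. Against 2230 genes in the values as deposited (641 higher and 1589 lower in KO), 1061 passed without a filter on low values (372 and 689), with 27532 genes tested. Median scaling gave 1120 higher and 408 lower, quantile normalization 667 lower, array weights 3657 in all and 2729 lower, voom 1243 in all and 351 lower, and removal of the length trend 1175 higher and 515 lower. The last also brought 20 list levels past the adjusted exact permutation test, against 0 in the values as deposited. For these settings the cause was not tested. The scalings set the median gene near 0, which moves calls from lower to higher by construction.

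Leaving out each library in turn gave 1120 to 2716 genes (363 to 847 higher and 757 to 1869 lower), the lowest without KO 886 and the highest without WT 874. It left 104 to 123 of the named genes and 18 to 20 lists, and a Tnfrsf1b difference of -0.67 to -0.48. Genes at 1 FPKM or more in the KO libraries alone were not tested without a KO library, which lowers the counts of those fits. Tnfrsf1b (-0.59) had limma adjusted p = 0.138 to 0.934 under the alternatives and an exact permutation p of 0.0327 adjusted over the named genes. Nearly all of these were named for having passed, so that this adjustment is no test of its own. Over all 9919 tested genes its adjusted exact permutation p was 0.110, the smallest that any gene reached, and 0 genes passed (2579 at an unadjusted p of 0.05), since 4 against 4 libraries allow no unadjusted p below 0.0286. With all 8 libraries at the minimum 78 named genes and 12 lists passed, with fewer genes tested. Among the lists still tested 5 lost their call, and the cause was not tested. With the correlation estimated from the data 1 list passed instead of 19, and the cause was not tested. With fry 17 passed. The calls of MHC class II, chemokine receptors, pattern recognition, complement, cell cycle and lipid handling were lost (fry adjusted p = 0.255, 0.0863, 0.133, 0.255, 0.564 and 0.255) and those of PI3K signalling, the tricarboxylic acid cycle, phagocytosis and oligodendrocyte markers gained (0.0467, 0.0461, 0.0280 and 0.0119). Of the 15 lists with at least 5 members higher, 8 had a count over 1.5 times lower without a filter on low values, namely interferon response (17 of 50 higher), disease-associated (10 of 38), chemokines (6 of 25), anti-inflammatory (3 of 35), lipid handling (3 of 37), mitochondrial transcripts (3 of 15), neutrophils (1 of 21) and MHC class II (1 of 15), and 8 did with all 8 libraries at the minimum, where fewer members were tested. Median scaling ended 14 calls among the named genes and added 2. No called result reversed its direction under these alternatives. A negative binomial test on the recovered reads had been planned and was not run, and voom on these reads was run in its place. At the depths here 3 reads are 0.165 to 0.308 FPKM on a gene of 1 kb and less on a longer gene, and differences between values under 3 reads were not detectable.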

Other observations

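The tests of a common fall of microglial genes and of monocytes or macrophages in the KO sort were chosen only after the result was seen. Both WT 874 and WT 875 differed from the other WT libraries in other genes. WT 875 held red cell and neutrophil transcripts, with Hbb-bs at 298 FPKM and Hba-a1 at 172 FPKM (0 in the other WT libraries) and the neutrophil granule genes Ngp and Camp at 299 and 268 FPKM. S100a8 was at 652 FPKM in WT 875, at most 0.444 FPKM in the other WT libraries and between 147 and 703 FPKM in KO. WT 874 held the interferon-induced chemokine Cxcl10 at 513 FPKM, against 10.4 to 23.4 FPKM in the other WT libraries and up to 857 FPKM in KO, and the proliferation genes Mki67 and Top2a at 10.1 and 16.2 FPKM. With both left out 2425 genes passed (801 higher and 1624 lower). Xist was at 0.019 FPKM in KO 886, and Ddx3y, on the Y chromosome, was listed at 0 in all 8 libraries. Of the 6 sex-linked genes 4 were above 0 in some library. Y genes other than Ddx3y thus had reads, below the expression filter.

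Homeostatic microglia genes were lower and monocyte markers higher in KO. Dilution of microglia as the whole cause was looked at in 10 genes restricted to microglia within the nervous system. Their changes relative to the median gene ranged from -3.16 (95% half-width 0.59) to -0.38 (0.92), with a heterogeneity p of 3.43e-10 across genes. This argued against dilution by cells that express none of these genes. It cannot decide on dilution by infiltrating monocytes or macrophages, which may express some of them and so lower them unequally. A lower share of microglia that raises every other cell type alike was argued against by the monocyte markers, for the markers tested. Their median change was 3.73 above that of nervous system markers (3.18 against -0.55 as deposited, not relative to the median gene). The filter lets in genes that reach 1 FPKM in KO alone, so the size of this gap depends on it. With all 8 libraries at the minimum 5 monocyte markers were tested and 4 rose. Only 10 of 81 nervous system markers were tested. Summed over the 81 they were at 29.6 to 103 FPKM in KO and 53.4 to 128 FPKM in WT. Monocytes or macrophages in the KO sort cannot be told apart from a rise of these genes within microglia. The CD45low gate is meant to remove most such cells. However, 4 of 10 T and NK cell markers and 5 of 7 neutrophil markers tested also rose in KO, with 0 and 1 lower. Without a filter on low values 2 of 30 and 1 of 21 rose, with 0 and 1 lower. The neutrophil granule genes Ngp and Camp were at most 3.56 and 1.03 FPKM in KO, against 299 and 268 FPKM in WT 875. Of 2 B cell markers 1 fell. Some other leukocytes may have passed the gate, in WT 875 as well as in KO, and the markers do not settle it. Ptprc (45.3 ± 6.32 FPKM in KO and 61.3 ± 27.4 FPKM in WT, limma adjusted p = 0.480) and Lyz2 (1648 ± 1074 FPKM and 954 ± 247 FPKM, 0.564), which monocytes and macrophages express abundantly, did not pass. Their level in WT would hide a small share of such cells, and the upper 95% limit of the change relative to the median gene was 0.820 for Ptprc and 2.09 for Lyz2. Of the 26 monocyte markers 5 were also in another list, and of the 18 tested 14 were at 1 FPKM or more on average in WT. A change of these genes within microglia, with the loss of TNFR2 or the Cre allele, stays open and was not tested.

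Immediate early genes were lower in KO. A shift of all genes by library size did not account for the whole fall. The mean change of the list was -1.79 as deposited and -1.25 with median scaling. Camera sets the list against other genes and hardly depends on such a shift. Its call after scaling (camera adjusted p = 6.28e-12) is therefore no separate support. With an estimated correlation the call as deposited was lost (camera adjusted p = 0.161). A stronger response to tissue dissociation in the WT libraries cannot be told apart from other causes, since the 6 heat shock members, which dissociation also induces, had a median of -0.41 relative to all genes with members from -2.90 to 0.26. An effect of genotype was not tested separately, since all libraries of a group share it.

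More genes were lower than higher in KO. Fewer genes recovered per read could not be decided. With each library thinned to 9000000 reads the ranges overlapped (15604 to 16740 genes in KO and 15864 to 18216 in WT). The highest KO library had 876 more genes than the lowest WT library, so not every KO library was below every WT library. However, WT 874 (18152) and WT 878 (18216) were above all KO libraries, and overlap of the ranges does not exclude a lower recovery in KO. For a bias with gene length the values were split. The median change was only 0.128 apart between the shortest and the longest of 5 equal parts of the genes. It was -0.288 in the shortest part and -0.559 in the next, and lower calls were 53.3% of calls among the shortest and 81.7% among the longest. A bias with length could therefore not be excluded. Scaling by library size while a few abundant genes take more reads cannot be told apart from a real excess of falls, since median scaling went past an even split (26.7% lower) while a library size without the 10 most abundant genes left 58.7% lower. The genotype as the source of the excess stays open and was not tested apart from scaling.

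Chance as the source of the number of genes was argued against but not excluded. Of the 35 splits of the 8 libraries into 4 and 4, the real one gave 2230 genes and the highest other gave 1. A share of 1 in 35 is the smallest that these splits allow. Every other split mixes KO and WT libraries within a group, which widens the spread that limma sees. By exact permutation adjusted over all tested genes 0 genes passed. For the number of lists chance was not argued against, as 4 of the 35 splits gave 19 lists or more. The highest other, with WT 874 among 3 KO libraries, gave 22. The other 3 of these splits set 3 KO libraries and 1 WT library against the rest and so kept much of the genotype difference, and splits with 2 KO libraries on each side gave at most 15. With an estimated correlation 1 list passed.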
